A study of Phaseolus vulgaris with 5 samples (transcriptomic, total RNA). Its data were reported in "Genome-wide identification of the Phaseolus vulgaris sRNAome using small RNA and degradome sequencing" (2015).

How the data were processed

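Small RNAs of common bean (Phaseolus vulgaris) were sequenced from 5 organs, namely flower, seedling, root, leaf and symbiotic nodule, with 1 library per organ. Nodules are the root organs in which nitrogen-fixing bacteria live, here after inoculation with Rhizobium tropici. According to the study's methods, the flower, leaf, root and seedling libraries came from an earlier project and the nodule library was made separately, so that a difference between nodule and the other organs cannot be told apart from a difference between these 2 sets of libraries. The labels name a single cultivar for all 5 samples, whereas the methods mention a further cultivar for part of the earlier libraries. Each sample was assigned to its organ from the tissue given in the labels.

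The deposited values are counts. Each file lists every distinct sequence of a library once, with the number of reads that had this sequence, and these counts were not normalized by the authors. Before deposition the authors removed adapter sequence, low-quality reads and sequences shorter than 16 nt from single-end reads of 36 cycles, after library preparation with a small RNA kit that ligates a 3′ adapter. The trimming program and its settings were not stated. The position at which the adapter was cut sets the 3′ end of each sequence, and a miRNA whose last base is removed in one library is counted as another sequence there. No alignment or filter against a genome was applied to the files. Sequences with an undetermined base were kept in the totals, where they made up between 0.0266% of the reads (root) and 1.49% (nodule).

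From these counts, miRNAs were counted as reads identical over their full length to 1 of the 185 mature sequences that the study lists, comprising 64 known miRNAs (identical to a miRNA registered for another plant), 57 new isomiRs (variants of registered families) and 64 new miRNAs (no registered relative). Only the names, classes and sequences were taken from that list. The sequences had been selected by the study from the same 5 libraries, so their presence in at least 1 library was fixed by that selection. Counts were divided by the number of all deposited reads of the library and expressed as reads per 1000000 reads (RPM). The plan was to divide by the reads that match the genome. The study used a genome of common bean, but no reference genome was used here for the present work. Division by all deposited reads, foreseen as an alternative, was therefore used as the main setting. For the same reason the share of reads that match the genome, the loci of phased small RNAs and the genomic position of each miRNA precursor were not analysed here.

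A miRNA was taken as present in an organ when its count lay within the top 5% of all distinct sequences of that library, after the rule of the study, which used genome-matched sequences. This corresponded to at least 4 reads in flower, 5 in seedling, 4 in root, 6 in leaf and 3 in nodule. The numbers of miRNAs present in all 5 organs, or in 1 organ only, were compared between classes with Fisher's exact test, and the 4 tests were adjusted together with the Benjamini-Hochberg method. Nodule was compared with each other organ by Fisher's exact test for each miRNA, on its reads against all other reads of the 2 libraries, followed by Benjamini-Hochberg adjustment. A miRNA was called when the adjusted p was under 0.05 and the log2 ratio, with 1 read added to each count, was at least 1 in size. With 1 library per organ these tests cover sampling noise only and the differences have no replicate check. Rank correlations between libraries were computed across miRNAs, which are not independent replicates, with intervals from 1000 bootstrap resamples of the miRNAs.

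The test was tested on simulated data before use, with counts drawn from the means of the real miRNAs and 40 of them changed 8-fold. With sampling noise alone, Fisher's exact test recovered 100% of the 21 changed miRNAs that had enough reads, and called 0% of the 145 unchanged ones. When a biological coefficient of variation of 0.4 was added to the simulated counts, it called 11.7% of the unchanged miRNAs, and an exact beta-binomial test that assumes this variation called 0.690% of them while recovering 60.9% of 23 changed ones. The beta-binomial test was therefore among the alternatives.

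Libraries held between 4957353 reads (nodule) and 11538317 reads (seedling). Shares of a library are given with Wilson 95% confidence intervals. The smallest abundance that a library can show, set at 3 reads, was 0.605 RPM in nodule and between 0.260 and 0.285 in the other 4 libraries. The miRNAs named in the text were chosen by a rule fixed before the files arrived: the 2 most abundant of each library, the members of the 2 miRNA networks that the study links to nodules, and up to 5 miRNAs with the largest increase and 5 with the largest decrease in nodule over root among those called in the same direction against each of the other organs. The study names 7 members for each network. For a member of the second network described only as belonging to the miR2111b family, 2 listed sequences qualify, and both were included, which gives 8 sequences.

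Alternatives fixed before the files arrived were distinct sequences in place of reads, sequences of 18 to 25 nt only, other presence thresholds (top 1%, at least 1 read, at least 10 reads, at least 5 RPM), random thinning of the libraries to the smallest total, median-of-ratios scaling over the 90 miRNAs counted in all libraries, a minimum of 10 reads in both libraries together, the beta-binomial test, and counting of all sequences that share the first 18 nt of a miRNA and are within 2 nt of its length. Added after the data had been seen were the joint counting of forms that differ only by a terminal T or TC, division by the reads of 18 to 25 nt, and the use of both ways of joint counting for the rank correlations. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.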

Results

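To describe the small RNAs of common bean across the plant, 5 libraries were analysed, 1 each from flower, seedling, root, leaf and nodule. The flower library held 10511274 reads of 3356817 distinct sequences, seedling 11538317 reads of 3955581, root 11068452 reads of 3963174, leaf 11039722 reads of 3321526, and nodule 4957353 reads of 2651528 distinct sequences. Root was thus sequenced 2.23 times as deeply as nodule. Sequences read only once made up between 70.0% (leaf) and 85.6% (nodule) of the distinct sequences. There were no replicates, so the intervals below describe sampling within a library and not the variation between plants. The nodule library was the only one of its batch, and the batch and the organ cannot be told apart in any comparison that involves nodule.

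The first comparison concerned the size of the small RNAs, since 21-nt sequences include most miRNAs and 24-nt sequences are mainly siRNAs of the plant's silencing pathways. In all 5 libraries, 24 nt was the most frequent length. The 24-nt class accounted for 43.91% of the reads in nodule (Wilson 95% interval 43.87 to 43.96%, no replicates), 34.19% in leaf (34.16 to 34.22%), 31.83% in seedling (31.80 to 31.86%), 30.09% in flower (30.06 to 30.12%) and 26.03% in root (26.001 to 26.053%). The 21-nt class took 20.45% of the reads in leaf (20.43 to 20.47%), 20.22% in flower (20.19 to 20.24%) and 18.54% in seedling (18.52 to 18.56%), against 11.30% in nodule (11.28 to 11.33%) and 11.23% in root (11.22 to 11.25%). No intervals of different libraries overlapped at either length, although nodule and root were close at 21 nt. Only 7.37% of the nodule reads had 23 nt, compared with 12.57% to 16.35% in the other libraries. When reads outside 18 to 25 nt were left out, the 24-nt share of root rose to 37.79% and passed that of leaf at 35.62%.

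**Figure D1:**
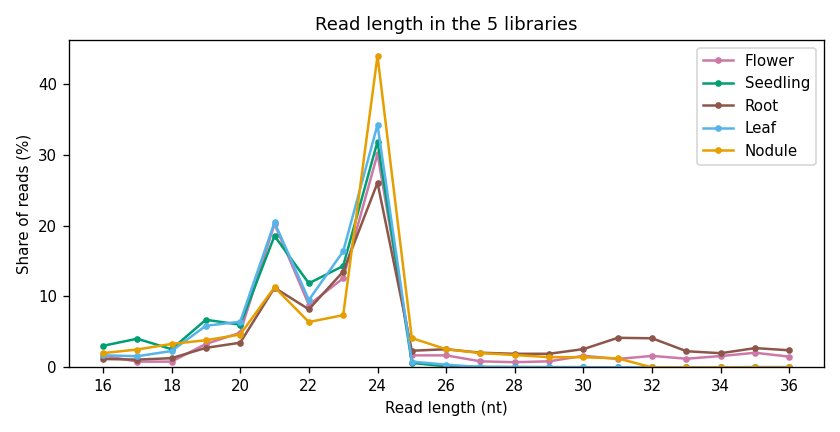
The plot gives the share of reads (%, vertical axis) at each read length from 16 to 36 nt (horizontal axis), with 1 line per library. All 5 lines peak at 24 nt, nodule highest with 43.91%, and root and flower are the only libraries with an appreciable share of reads beyond 31 nt.

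The base at the 5′ end, by which plant Argonaute proteins sort small RNAs, differed between the size classes. Among 24-nt reads, A was the most frequent first base in every library, from 32.45% in leaf (32.40 to 32.49%) to 56.02% in flower (55.97 to 56.08%). Among 21-nt reads, T was the most frequent first base in flower, with 75.96% (75.90 to 76.01%), in nodule, with 47.58% (47.45 to 47.72%), in root, with 46.29% (46.21 to 46.38%), and in seedling, with 43.34% (43.27 to 43.41%). In leaf the most frequent first base of 21-nt reads was G, with 48.26% (48.19 to 48.32%). Single miRNAs weigh heavily here. In leaf, miRNov577 had 714044 of the 1089393 reads that begin with G. In flower, pvu-miR159a.1 had 1082688 of the 1614012 that begin with T. Among distinct 21-nt sequences of leaf, C led with 30.1% and G had 23.5%, while T still led in the other libraries.

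Because the libraries came from 2 batches, the sequence ends were also compared. Of the distinct sequences of 21 to 24 nt, 23.85% ended in T in nodule. The share was 10.99% in root, 9.65% in flower, 7.98% in leaf and 6.68% in seedling. At 24 nt alone the nodule share was 25.78% and those of the other 4 libraries lay between 0.525% (seedling) and 1.58% (root). Sequences of 21 to 24 nt that ended in TC made up 7.60% in nodule and between 1.21% and 2.01% elsewhere. The contrast did not hold at 25 to 30 nt, where 15.5% of the distinct sequences ended in T in nodule, 29.5% in leaf, 22.6% in flower, 18.996% in root and 1.91% in seedling. The 5′ end of the 21 to 24 nt sequences showed no such contrast, with T as the first base in 30.76% of the sequences in nodule and in 22.83% to 30.58% in the other libraries.

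**Figure D2:**
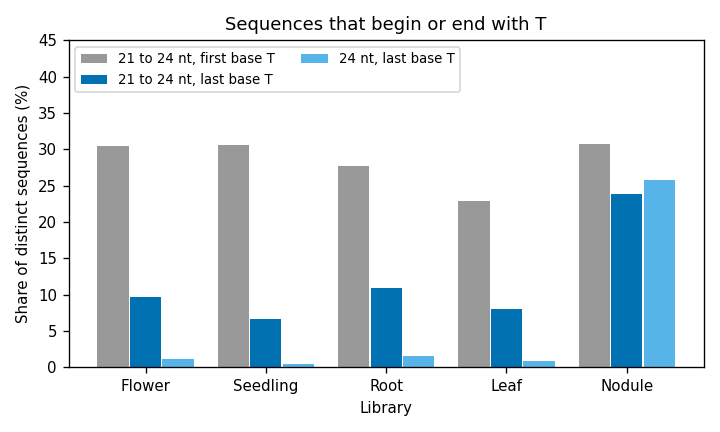
Bars show, for each library (horizontal axis), the share of distinct sequences (%, vertical axis) that begin with T (grey, 21 to 24 nt), end with T (dark blue, 21 to 24 nt) or end with T at 24 nt (light blue). The nodule bars for the last base reach 23.85% and 25.78%, while the other libraries stay at or below 10.99% for both.

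The 185 listed miRNAs accounted for 14.07% of the reads in flower (14.05 to 14.09%), 8.45% in leaf (8.44 to 8.47%), 8.32% in seedling (8.30 to 8.33%), 4.68% in root (4.67 to 4.69%) and 4.45% in nodule (4.43 to 4.47%). The new miRNAs were rare, with a median of 61 reads over the 5 libraries together, compared with 309 for the new isomiRs and 1757.5 for the known miRNAs. A few sequences dominated. The most abundant sequence of flower, seedling, root and nodule was pvu-miR159a.1 (TTTGGATTGAAGGGAGCTCTA, 21 nt), with 103002.5 reads per 1000000 deposited reads (RPM) in flower (102818.9 to 103186.4), 39320.5 in seedling, 16329.2 in root, 15437.7 in nodule (15329.5 to 15546.6) and 6069.6 in leaf. In leaf the leading sequence was a new isomiR of the pvu-miR482-5p family, miRNov577 (GGAATGGGCTGATTGGGAAGC, 21 nt), with 64679.5 RPM. Its abundance was 27407.9 RPM in seedling, 15643.8 in root, 7791.5 in nodule and 362.1 in flower. The next most abundant were gma-miR319a (TTGGACTGAAGGGAGCTCCC, 20 nt) in flower, with 6316.3 RPM, and gma-miR156a (TGACAGAAGAGAGTGAGCAC, 20 nt) in leaf, with 7475.6 RPM. The former was not found in nodule, where 0.605 RPM was the smallest abundance that could be shown, and the latter reached only 5.99 RPM in flower.

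Next, the distribution of the miRNAs over the organs was examined by class. Of the 64 known miRNAs, 39 were present in all 5 organs (60.9%, Wilson 95% interval 48.7 to 71.9%), compared with 8 of the 57 new isomiRs (14.04%, 7.29 to 25.3%) and 8 of the 64 new miRNAs (12.5%, 6.47 to 22.8%). Both differences from the known miRNAs were larger than sampling of this many miRNAs gives (Fisher's exact test, adjusted p = 1.32e-07 for the new isomiRs and 6.04e-08 for the new miRNAs). In contrast, 22 of the new miRNAs (34.4%, 23.9 to 46.6%) and 5 of the new isomiRs (8.77%, 3.81 to 18.9%) were present in 1 organ only, and none of the known miRNAs was (0%, up to 5.66%). Against the known miRNAs, Fisher's exact test gave an adjusted p of 1.07e-07 for the new miRNAs and 0.0211 for the new isomiRs. Of these 27 miRNAs, 8 were present only in leaf, 7 only in flower, 5 only in seedling, 4 only in root and 3 only in nodule. These counts depended on the threshold. At least 5 RPM gave 21 known and 0 new miRNAs in all 5 organs and 15 new isomiRs in 1 organ. At least 1 read put 21 of the new miRNAs and 19 of the new isomiRs in all 5 organs, and only 6 new miRNAs in 1 organ.

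**Figure D3:**
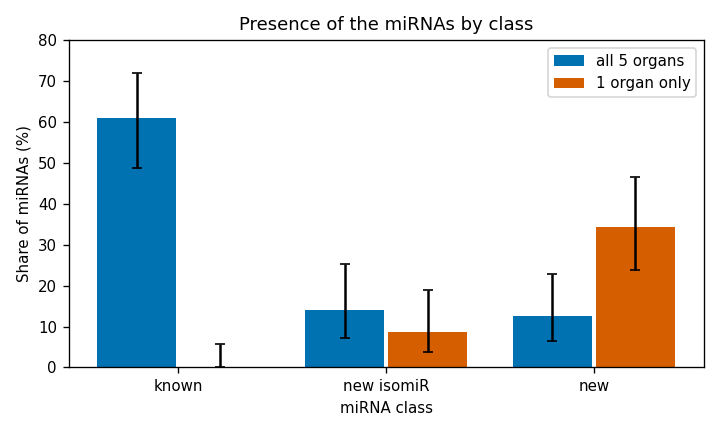
Bars show the share of miRNAs (%, vertical axis) present in all 5 organs (blue) or in 1 organ only (orange) for each class (horizontal axis), and the error bars are Wilson 95% intervals. The known miRNAs reach 60.9% for all organs and 0% for 1 organ, whereas the new miRNAs reach 12.5% and 34.4%.

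The 3 miRNAs present only in nodule were miRNov153 (TCAGGCGGTGGAGCAAATATGAAT, 24 nt) with 123 reads, miRNov494 (TTGTTTTCTAAATTAGTTTCT, 21 nt) with 7 reads, and miRNov627 of the mtr-miR399j family (CGCCAAAGAAGATTTGCCCGG, 21 nt) with 10 reads. None of the 3 was read at all in the other 4 libraries. This holds for the exact sequences. With forms that differ by a terminal T or TC joined, miRNov153 had 10 reads in root, 6 in leaf and 1 in flower. Those of root and leaf reach the presence thresholds of 4 and 6 reads, so the joined form was not limited to nodule. At the depth of nodule, the 7 reads of miRNov494 corresponded to 1.41 RPM, with an interval of 0.684 to 2.91.

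To find miRNAs whose abundance differed between the nodule and the root from which it forms, 170 miRNAs with at least 1 read in either library were compared. Of these, 34 were higher in nodule, 57 were lower and 79 were not called. The called miRNAs had adjusted p values of at most 0.0186 (higher) and 0.0352 (lower) by Fisher's exact test, which does not include variation between plants. By class, 21 of the 63 known miRNAs tested were higher and 20 lower, 7 of the 54 new isomiRs were higher and 29 lower, and 6 of the 53 new miRNAs were higher and 8 lower. Compared with flower, 42 miRNAs were higher and 65 lower in nodule, with seedling 70 and 43, and with leaf 58 and 65. In all 4 comparisons at once, 22 miRNAs were higher and 15 lower in nodule. Median-of-ratios scaling raised the number higher in nodule than in root from 34 to 54 and reduced the number lower from 57 to 47. The increases then outnumbered the decreases. The beta-binomial test with an assumed coefficient of variation of 0.4 gave 21 higher and 46 lower. Division by the reads of 18 to 25 nt gave 32 higher and 68 lower. The paper reports that a smaller share of the nodule library than of the root library matched the bean genome. Division by all reads may thus make miRNAs appear lower in nodule than genome-matched totals would. No genome was used here to test this.

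**Figure D4:**
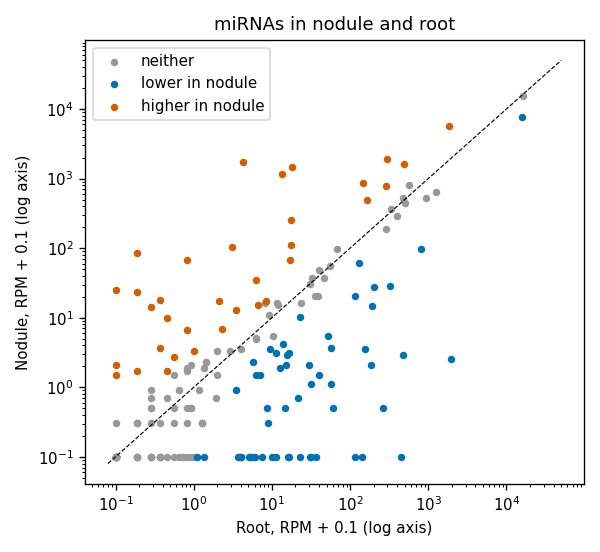
Each point is 1 of the 185 miRNAs, with RPM plus 0.1 in root (horizontal log axis) and nodule (vertical log axis), coloured by whether it was called higher (orange, 34) or lower (blue, 57) in nodule or neither (grey), and the dashed line marks equal values. Many of the points called lower lie along the bottom, where no read was found in nodule.

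Among the miRNAs changed in the same direction against every other organ, the largest increases over root were those of gma-miR319d (TGGACTGAAGGGGAGCTCCTTC, 22 nt; log2 ratio 8.89), gma-miR319q (TGGACTGAAGGGAGCTCCTTC, 21 nt; 8.69), miRNov153 (8.11), miRNov334 of the cme-miR399g family (7.02) and gma-miR167e (TGAAGCTGCCAGCATGATCTT, 21 nt; 6.43). Their abundance in nodule was 85.5, 1753.8, 24.8, 23.2 and 1145.4 RPM, in the same order, and in root 0.0903, 4.16, 0, 0.0903 and 13.2. The largest decreases were those of gma-miR319a (log2 ratio -11.11), miRNov572 of the pvu-miR319c family (TGGACTGAAGGGAGCTCCT, 19 nt; -9.52), miRNov76 of the same family (TGGACTGAAGGGGAGCTCCT, 20 nt; -8.75), gma-miR394a-5p (TTGGCATTCTGTCCACCTCC, 20 nt; -7.25) and miRNov417 of the gma-miR390a-3p family (CGCTATCCATCCTGAGTT, 18 nt; -5.64). Root held 445.952, 1929.4, 260.0, 30.6 and 9.94 RPM of these, whereas nodule held 2.42 of miRNov572, 0.403 of miRNov76 and no read of the other 3. The sequence of miRNov76 is that of gma-miR319d without the terminal TC, and that of miRNov572 is gma-miR319q without it. When forms that differ only by a terminal T or TC were counted together, a setting chosen after seeing the data, the log2 ratio of gma-miR319d was -1.59 and that of gma-miR319q -0.139. The decreases shrank as well, to -0.123 for miRNov572, which was then no longer called, -1.56 for miRNov76, -1.57 for miRNov417 and -6.00 for gma-miR319a, whereas gma-miR394a-5p stayed at -7.25.

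The study joins 7 miRNAs with raised abundance in nodule into a first network. All 7 had their highest value in nodule. The study built this network from the same libraries, as one that separates nodule from the other organs. This outcome was therefore largely given by the selection. Besides gma-miR319d, miRNov153, miRNov334, miRNov494 and miRNov627, these were miRNov156 (TCATATTTGTGGCACTGTCTGTGG, 24 nt), with 18.2 RPM in nodule (14.8 to 22.3), 0.271 in root and 0.906 in leaf, and miRNov155 (TCAGGCGGTGGAGCAAATATGAA, 23 nt), with 3.23 RPM in nodule (1.99 to 5.24) and 0.903 in root. The value of miRNov155 rested on 16 nodule reads and 10 root reads (log2 ratio 1.79, Fisher's exact test, adjusted p = 0.00352). The beta-binomial test did not call miRNov155. With forms that differ by a terminal T or TC joined, 6 of the 7 still had their highest value in nodule. The exception was gma-miR319d. In this count miRNov153 and miRNov155 are the same joined form, with 139 reads in nodule and 10 in root, and so are not separate measurements.

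For the second network, the 8 sequences were compared between nodule and root. Of these, 3 were lower in nodule and 5 were higher. The study states no common direction for this network. By qRT-PCR it reports lower precursors of miRNov222 and miRNov270 in nodules than in roots. The clearest decrease was that of miRNov11 of the gma-miR2111b family (TAATCTGCATCCTGAGGTT, 19 nt), with 1.01 RPM in nodule and 31.4 in root (log2 ratio -4.70, Fisher's exact test, adjusted p = 7.78e-48). The other 2, miRNov222 (CGAAGTGCTTTGATGTAAGAAGGC, 24 nt) and miRNov270 (TCTGATGATCAAGTCAGTGAGAGC, 24 nt), had 3 reads and 1 read in nodule against 20 and 13 in root, and their decreases were not significant (Fisher's exact test, adjusted p = 0.105 and 0.111). With the reads of 18 to 25 nt as the total, a setting added later that leaves out the long reads of root, both were called lower, with log2 ratios of -1.54 and -1.95 (Fisher's exact test, adjusted p = 0.0418 and 0.0389). The increases were largest for gma-miR172c (GGAATCTTGATGATGCTGCAG, 21 nt), from 18.1 RPM in root to 1459.5 in nodule, for miRNov576 of the pvu-miR482-3p family (TTCCCAATTCCGCCCATTCCTA, 22 nt), from 145.0 to 860.5, and for pvu-miR166a (TCGGACCAGGCTTCATTCCCC, 21 nt), from 1850.4 to 5726.9. The increase of pvu-miR166a was not called under the beta-binomial test. Both gma-miR171m (TTGAGCCGCGTCAATATCTCA, 21 nt; log2 ratio 0.476) and miRNov13 of the gma-miR2111b family (TAATCTGCATCCTGAGGTTT, 20 nt; 0.991) rose by less than the threshold of 1. The sequence of miRNov11 is that of miRNov13 without the terminal T. With forms that differ by a terminal T or TC joined, miRNov11 had 88 reads in nodule and 458 in root and its log2 ratio was -1.21, and with all sequences of the same first 18 nt it was -1.09. Counting by the first 18 nt raised the number lower in nodule from 3 to 5. However, miRNov11 and miRNov13 share these 18 nt and are not separate measurements in this count.

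**Figure D5:**
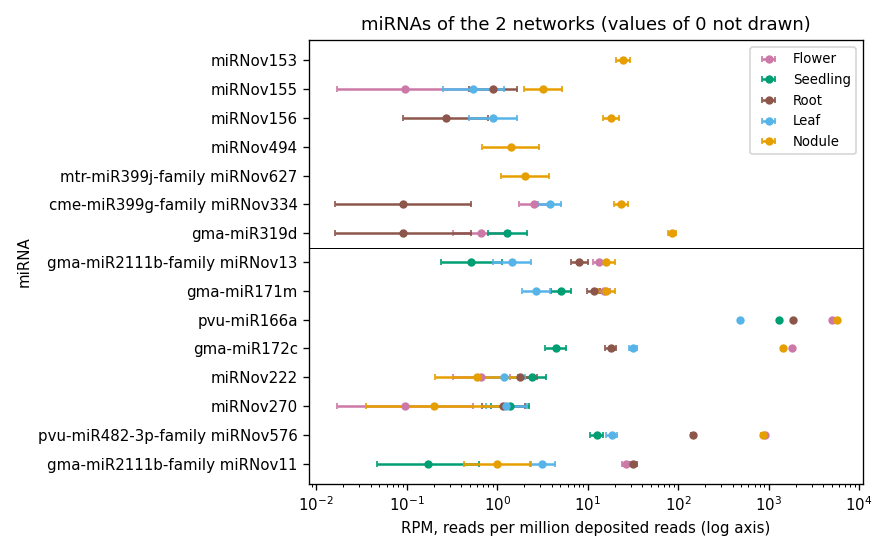
Points give the abundance of each miRNA (vertical axis) of the first network (above the line) and the second network (below it) in RPM (horizontal log axis), coloured by library, with Wilson 95% intervals. Nodule has the highest value for all 7 members of the first network, which the study built from these same libraries. In the second network gma-miR172c and miRNov576 are close in nodule and flower.

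Finally, the libraries were compared by Spearman's rank correlation across the 185 miRNAs, which are not independent of each other. In this family of 10 pairs no p was computed. Flower and root had the highest rho, at 0.637 (bootstrap 95% interval 0.522 to 0.730), followed by flower and seedling at 0.600. Root and nodule had a rho of 0.567 (0.448 to 0.670). The remaining pairs with nodule were the lowest of all, at 0.431 with flower, 0.389 with leaf and 0.382 with seedling. Joining the forms that differ by a terminal T or TC, also chosen after the data had been seen, moved root and nodule most, to 0.789, which was then the highest of the 10 pairs.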

Values the study reported

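The study gave an average of 3,649,274 reads for the 4 plant organ libraries and 2,810,685 reads for the nodule library. It listed 185 mature miRNAs, of which 64 were known and 57 were new isoforms. It found 39 of 64 known miRNAs in all organs, against 8 of 57 new isomiRs and 8 of 64 new miRNAs, and 22 new miRNAs in a single organ. Its phasing analysis, not repeated here, gave 125 loci.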

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

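In the nodule library, sequences with at least 10 reads that occurred in none of the other 4 libraries made up 5.58% of the reads (Wilson 95% interval 5.56 to 5.60%), from 7607 distinct sequences. This was flagged as a signal outside the listed miRNAs, above the smallest share the depth can show. In the other libraries the corresponding share lay between 2.60% (root) and 4.90% (flower). Of 3 explanations written down before the tests, RNA of the nodule bacteria predicts a higher GC content than in the sequences found only in another organ, and it was 50.2% against 39.5% to 48.5%. That met the prediction, but it does not single out bacteria. All sequences of the nodule library with at least 10 reads already had a GC content of 48.48%, and in root the sequences found only there exceeded their library by more (48.54% against 46.1%). Small RNAs of the plant that are made only in nodule predict as many reads of 21 to 24 nt as in the whole library, but these were 48.6% against 68.99%. The sequences found only in 1 of the other organs were divided on this measure, with a shortfall in root (37.3% against 58.97%) and leaf (63.9% against 80.5%) and an excess in flower (79.2% against 71.7%) and seedling (80.97% against 76.5%). A shortfall also occurs outside nodule, so the test leaves plant RNA open. Adapter remnants predict many reads with 12 nt of an adapter, and these were 0.405%. For sequences found only in another organ the share was lower, from 0% (root and seedling) to 0.146% (leaf). Over whole libraries it was 0.0290% in nodule and 0.685% in flower. The paper also reports more adapter sequence in the nodule library. Adapter remnants were thus a small part of these reads, although more frequent than in the other organs. The tests could not tell bacterial RNA from plant RNA. The share of these reads that ended in T or TC was 42.7%, compared with 4.33% to 13.4% in the other libraries, so the difference in 3′ ends treated below may also add to it. The paper compared the nodule library with the genome of the bacterium and reports that part of its sequences matched. No genome was used here, so it cannot be told which of the sequences found only in nodule are among these.

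Reads of 31 to 36 nt were flagged because no listed miRNA has this length. They nevertheless count in the totals by which the miRNA counts were divided. With the total of 18 to 25 nt, 68 miRNAs were lower in nodule than in root, against 57 in the main setting. The reads of 31 to 36 nt made up 17.7% of the root library (17.71 to 17.76%) and 9.26% of flower. Seedling had 0.00699%, leaf 0.194% and nodule 1.28%. An explanation written after this was seen is that the adapter trimming set a length limit in part of the libraries, which predicts a sudden fall in the number of distinct sequences from one length to the next. All 5 libraries fell steeply from 24 to 25 nt, so only the steps beyond this one were compared. Among these, the largest fall was 7.86-fold in leaf (26 to 27 nt) and 105-fold in seedling (30 to 31 nt). In nodule it was from 29619 distinct sequences at 31 nt to none at 32 nt. In flower and root it was 2.60-fold and 2.15-fold, both from 26 to 27 nt. Libraries were grouped by their lack of long reads, so a fall in them was partly given by the grouping. In leaf it was at the same step as in flower and root, and reads continued to 36 nt. A limit set by the processing remains possible for seedling and nodule, but the test cannot decide it. The nodule file ended at 31 nt. Whether root holds more such fragments than other organs cannot be told from these files, and no biological explanation was tested.

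A single 21-nt sequence that is not among the listed miRNAs had 233052 reads in leaf, or 2.11% of that library (2.10 to 2.12%). It had 3679 reads in flower, 1559 in seedling, 458 in root and none in nodule. Of the leaf reads that begin with its first 15 nt, 97.3% had exactly this sequence. It was flagged as a signal outside the measured miRNAs. Its origin was not tested, since no genome was used here, and neither a technical nor a biological explanation is offered.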

How the results depend on the processing

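Of the 130 recomputed values of headline results, 77 stayed within a tolerance, without necessarily being equal to the main value. The tolerance was 1.5 times the main value for counts and the interval of the main value for shares and correlations. Class differences had to keep their direction and their side of the threshold. The larger share of known miRNAs present in all organs, against new isomiRs and against new miRNAs, kept its direction and stayed past the threshold under every alternative, as did the larger share of new than of known miRNAs present in 1 organ only. The number of miRNAs lower in nodule than in root and the number of first-network members highest in nodule stayed within 1.5 times their main values. The latter was largely given by the choice of that network from the same libraries. All 10 shares of read length moved outside their sampling intervals, which are narrow at this depth. Counting distinct sequences, in which abundant miRNAs weigh no more than single reads, gave 24-nt shares of 42.6% in flower, 39.6% in seedling, 37.79% in root, 42.1% in leaf and 50.2% in nodule, and 21-nt shares of 6.55%, 9.40%, 5.84%, 8.67% and 6.18% in the same order. With reads of 18 to 25 nt only, which removes the long reads of flower and root, the 24-nt shares were 36.5%, 34.4%, 37.79%, 35.6% and 51.7% and the 21-nt shares 24.5%, 20.0%, 16.3%, 21.3% and 13.3%.

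The numbers present in all organs fell as the threshold became stricter, whereas the number of new miRNAs in 1 organ only did not follow its strictness. For known miRNAs in all organs, at least 5 RPM gave 21. For new isomiRs in all organs, at least 1 read gave 19, at least 5 RPM 4, the same first 18 nt 17 and joined T or TC forms 16. For new miRNAs in all organs, the top 1% gave 3, at least 1 read 21, at least 10 reads 5, at least 5 RPM 0, thinning to the smallest library 5 and the same first 18 nt 16. In 1 organ only, the top 1% gave 5 known miRNAs and 8 new isomiRs, at least 10 reads 4 and 9, at least 5 RPM 6 and 15, and thinning 1 and 8. For new miRNAs in 1 organ only, at least 1 read gave 6, at least 10 reads 25, the top 1% 18 and at least 5 RPM 16, against 22 in the main setting. The difference between known miRNAs and new isomiRs present in 1 organ only was no longer past the threshold with the top 1% (-6.22 percentage points, Fisher's exact test, p = 0.379) or with at least 10 reads (-9.54 percentage points, p = 0.140). Many new miRNAs lie near the presence threshold, with a median of 61 reads over all libraries, and the depth limits which organs they can be shown in.

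For nodule against root, 54 miRNAs were higher under median-of-ratios scaling, which divides nodule by 0.870 and root by 1.60 times their totals, and 21 under the beta-binomial test, which allows for variation that 1 library per organ cannot show. The second network had 5 members lower in nodule when the same first 18 nt were counted, among them miRNov11 and miRNov13, which this count does not separate. Of the recomputed log2 ratios of named miRNAs, 128 kept their call and sign, 6 lost their call, 5 gained one and 10 reversed. Reversed means here that the sign changed. The reversed ratios of pvu-miR159a.1, gma-miR156a and gma-miR171m had no call in either setting. Calls were lost by miRNov577, miRNov155 and pvu-miR166a under the beta-binomial test and by miRNov577 under median-of-ratios scaling. Counting the same first 18 nt and joining T or TC forms each removed the call of miRNov572. The gains under median-of-ratios scaling were gma-miR156a, miRNov13 and gma-miR171m, called higher in nodule. With the total of 18 to 25 nt, miRNov222 and miRNov270 gained a call as lower. Median-of-ratios scaling reversed pvu-miR159a.1 (0.801) and the total of 18 to 25 nt reversed gma-miR156a (-0.154), both close to 0 in the main setting. Counting the same first 18 nt reversed pvu-miR159a.1 (0.0693), gma-miR319d (-1.60), miRNov13 (-1.11), gma-miR171m (-0.175) and gma-miR319q (-0.193). Joining T or TC forms reversed gma-miR319d (-1.59), miRNov13 (-1.06) and gma-miR319q (-0.139). Both ways of counting add sequences that differ in their 3′ end, and so remove differences that come only from where a read was cut. They also moved the rank correlation of nodule with root (0.781 with the same first 18 nt and 0.789 with joined forms), flower (0.619 and 0.597), leaf (0.597 and 0.580) and seedling (0.541 and 0.509), and left the 6 pairs without nodule within their bootstrap intervals. Joined forms and the 18 to 25 nt total were chosen after the data had been seen, as was their use for the correlations.

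The alternatives that need a genome (genome-matched reads only, and all settings of the phased loci) were not run, because no reference genome was used here. Leaving out replicates was not possible with 1 library per organ. The replicate block was not run because no organ has more than 1 library.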

Other observations

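The mean number of reads of the flower, leaf, root and seedling libraries was 11039441. That is higher than the value quoted from the study above. The mean number of distinct sequences of the same libraries was 3649274.5, so the quoted average appears to count distinct sequences. The nodule library held 4957353 reads. That is higher than the value quoted from the study above. Its 2651528 distinct sequences are fewer than that value, so for nodule neither count matches it.

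The nodule library differed from the other 4 in the 3′ ends of its sequences, and this coincided with the miRNAs called higher in nodule. Trimming that removed a terminal T or TC in some libraries predicts fewer T ends there, with no matching difference at the 5′ end. This was written before the test, and 23.8% of the distinct 21 to 24 nt sequences ended in T in nodule against at most 10.99% elsewhere, whereas the share beginning with T in nodule was close to those of flower and seedling. A difference in the RNA itself predicts that sequences of 16 to 19 nt, mostly fragments of longer RNAs, end in T as often in the other libraries as in nodule. That was also seen in part: the share was 12.5% in nodule and up to 16.9% in the others, with 8.13% in seedling and 10.9% in leaf. At 25 to 30 nt, which no prediction covered, T ends were more frequent in flower (22.6%), root (18.996%) and leaf (29.5%) than in nodule (15.5%), and rare only in seedling (1.91%). Uniform removal of terminal T in the other 4 libraries would not give this, so any such trimming would have to depend on read length. A biological difference limited to the sizes of 21 to 24 nt is therefore not excluded, although the short nodule sequences were also poorer in T overall (19.4% of their bases, against at least 24.2% elsewhere). A further test took 36-nt sequences of flower and root as untrimmed. It could not decide, because 0% of these ended in T and 0% ended in A, so that their ends had been processed as well. The base before the last was T in 14.8% of the 36-nt sequences of root, and a hypothesis formed only after this was observed is that single terminal bases matching the start of a 3′ adapter were removed. The planned test thus could not tell the pattern apart from a difference in base composition. At 24 nt, however, T made up 28.3% of the bases in nodule and 25.7% to 26.1% in the other 4 libraries. T ends at this length were 25.78% in nodule and 0.525% to 1.58% elsewhere. These values argue against overall base composition as the source of the difference at 24 nt. They do not bear on a difference limited to the ends, and the trimming explanation remains a hypothesis.

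The same hypothesis was followed in the miRNAs, with predictions written after the counts had been seen. The form of gma-miR319d without its terminal TC had 2878 reads in root, 21379 in flower and 2 in nodule, while the full form had 1 read in root, 7 in flower and 424 in nodule. The log2 ratio of nodule over root for both forms together was -1.59, so the increase in these reads may reflect the position of the cut. The paper also reports a higher miR319d precursor in nodules than in roots, measured by qRT-PCR in biological replicates. That measurement concerns the precursor and does not depend on where these reads were cut. Among the 34 miRNAs called higher in nodule, 38.2% ended in T or TC, against 12.5% of the 136 other tested miRNAs (Fisher's exact test, p = 0.00165). With the forms joined, 6 of the 57 miRNAs called lower in nodule lost their call, so part of the decreases depend on the 3′ end as well. Of the 34 called higher, 7 were then lower in nodule than in root, and 5 of these were called lower. The other 27 remained higher, among them gma-miR172c (log2 ratio 6.34), miRNov156 (5.73) and gma-miR167e (2.70). For miRNov153 the joined ratio was 4.83, since its form without the terminal T, which is miRNov155, had 16 reads in nodule and 10 in root. The low share of 23-nt reads in nodule, 7.37%, and its high share of 24-nt reads could be related to the same trimming, but this was not tested.

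Whether the narrow distribution of new miRNAs follows from their low abundance was tested by thinning the known miRNAs at random to the totals of the new ones, 1000 times, with the prediction for all organs written before and that for 1 organ written after. After thinning, a median of 10.9% of the known miRNAs were present in all 5 organs (95% of draws from 4.69 to 15.6%), and the new miRNAs, at 12.5%, fell within this range. Low abundance may thus be enough to explain why few new miRNAs were present everywhere. In 1 organ only, the thinned known miRNAs reached a median of 20.3% (12.5 to 26.6%), below the 34.4% of the new miRNAs. The study chose the new miRNAs from the same libraries, so each was present in at least 1 organ. Thinned known miRNAs could instead fall below the threshold in every organ. This selection was not modelled and could lower their share. The test therefore cannot tell whether abundance alone accounts for the excess of new miRNAs present in a single organ.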
